# Autophagy Impairment in Retinal Ganglion Cells Following Hypoglycemia in Mice

**DOI:** 10.3390/cells14221774

**Published:** 2025-11-12

**Authors:** Daria Fresia, Enrica Cannizzaro, Angelica Borgo, Marc Schwab, Raphaël Roduit

**Keywords:** apoptosis, diabetic retinopathy, hypoglycemia, lysosomal fusion defect, RNA-Seq, laser capture microdissection

## Abstract

**Highlights:**

**What are the main findings?**

- The formation of autolysosomes is increased by hypoglycemia both in living tissue and in retinal ganglion cells (RGCs).
- Hypoglycemia induces a defect in the autophagosome/lysosomes fusion process in isolated RGC, removing the protective effect of autophagy.

**What is the implication of the main finding?**

- Modulating the autophagy process may help to prevent complications associated with diabetic retinopathy (DR).

**Abstract:**

(1) Background: Diabetic retinopathy (DR), caused by hypo- and hyperglycaemia, is the leading cause of blindness. Hypoglycemia induces endoplasmic reticulum stress and retinal cell death in mice, and low-glucose conditions induce macroautophagy/autophagy defects in 661W photoreceptor cells and retinal explants. Very few studies have analyzed the effect of hypoglycemia on retinal autophagy, so we decided to fill this gap. (2) Methods: We use C57BL/6 and GFP-LC3 mice and isolated retinal ganglion cells (RGCs) from both mouse models to study the autophagy process. (3) Results: Intraocular injection of rapamycin and 5 h hypoglycemia showed an increase in autophagosomes formation, specifically in the RGCs. Isolated GFP-LC3 RGCs showed an increase in autophagosome formation under low-glucose conditions. In contrast, infection of isolated C57BL/6 RGCs with the RFP-GFP-LC3 lentivirus revealed a defect in autophagosome/lysosome fusion under these conditions. (4) Conclusions: This study showed that 5 h hypoglycemia induces autophagosomes formation in mouse RGCs; however, a defect in the fusion process inhibits the protective effect of autophagy. Therefore, modulating both autophagic and apoptotic pathways might be important to avoid complications associated with DR.

## 1. Introduction

Glucose is one of the retina’s most vital metabolic substrates. Patients with diabetes should maintain normoglycemia to avoid side effects such as cardiovascular disease, nephropathy, neuropathy, and retinopathy. Diabetic retinopathy (DR) is the leading cause of blindness among working-age adults worldwide. Substantial evidence suggests that both hyper- and hypoglycemia are significant causes of DR. Indeed, DR is fundamentally triggered by chronic hyperglycemia, but extensive research indicates that episodes of hypoglycaemia, experienced by many diabetic patients, also play a specific and harmful role in retinal pathology. These episodes are often linked to acute cellular stress and cell death, which, according to descriptions, occur before the onset of DR itself, suggesting that retinal cell degeneration is the first clinical sign of DR, whereas microvascular changes may occur later [1,2]. Moreover, a very recent publication supports the hypothesis that hypoglycemia causes inner blood–retinal barrier breakdown (iBRB), causing retinal vascular leakage [3]. Over 10 years ago, we showed that 5 h hypoglycemia induces retinal cell death in vivo via caspase 3 activation and glutathione downregulation [4]. More recently, we found that hypoglycemia induces endoplasmic reticulum (ER) stress in mice, without glutathione playing a role [5]. Other research groups have identified significant associations between hypoglycemia and diabetic eye disease [6] or visual loss [7]. We have also shown that low-glucose conditions in 661W cells induced apoptosis via the B-cell lymphoma 2/protein Bcl-2-associated X pathway. Low glucose levels also induced autophagy as a protective response via the AMP-activated protein kinase target of the rapamycin pathway. However, we showed that low-glucose conditions promoted autophagosome formation, but a defect in autolysosome (AL) formation led to apoptosis [8].

Autophagy is an essential cellular process for maintaining cellular homeostasis under both physiological and pathological conditions. Autophagy is classified as macroautophagy (often referred to simply as autophagy), chaperone-mediated autophagy, and microautophagy (for review, see [9]). The main step in autophagy is autophagosome formation, followed by a rapid fusion with lysosomes to generate AL, whose contents are degraded by lysosomal enzymes [10]; impairment of fusion can lead to autophagosome accumulation [8]. Autophagy acts as a quality control mechanism playing a key role in retinal development [11] and ocular pathologies, including DR [12,13,14,15,16]. It plays a protective role by degrading mitochondria affected by reactive oxygen species, as shown with a thioredoxin-interacting protein in DR [17]. Autophagy promotes color vision under starvation conditions [18], but it is essential for the survival of retinal ganglion cells (RGCs) [19,20].

The thickness of the RGC layer decreases in patients with DR [21]; such RGC losses are even detectable in patients with diabetes but without DR [22]. Autophagy activation has been demonstrated in different models, including optic nerve transection-induced damage [23], a chronic ocular hypertension rat model [20], and after chronic elevation in intraocular pressure [24]. Although there is strong evidence that autophagy plays a neuroprotective role in damaged RGCs, several studies have reported the opposite effect (for review, see [15]); hence, a complete study of autophagy is important for each model analyzed.

In this study, we investigated the effect of 5 h hypoglycemia on autophagy, using GFP-LC3 and C57BL/6 mice, to highlight the affected retinal cells and the mechanisms underlying this protective pathway. The study objective was to assess the effect of hypoglycemia on RGCs and thereby elucidate the mechanism of autophagy.

## 2. Materials and Methods

### 2.1. Mouse Lines

C57BL/6 and heterozygote GFP-LC3^tg/+^ mice [25], were used as models to study autophagy ex vivo and in vivo. The male and female mice, aged 2 months, were maintained on a 12-h light/12-h dark cycle with unlimited access to food and water before each experiment.

GFP-LC3^tg/+^ mice were intravitreally injected with 2 mL (2.5 mg/mL) of rapamycin (Merck & Cie, Buchs, Switzerland, 553211); 4 h after treatment, their whole eyes were isolated, fixed in 4% paraformaldehyde for 45 min, incubated in a sucrose gradient during 6 h and then embedded in yazzulla (a mixture of 30% egg albumin and 3% gelatin in PBS). The eyes were subsequently cut and analyzed for GFP fluorescence and/or used for colocalization experiments.

Two-month-old female GFP-LC3^tg/+^ mice were also subjected to a hyperinsulinemic clamp, as described earlier [4]. Briefly, an indwelling catheter (Merck & Cie, Darmstadt, Germany) was inserted into the femoral veins of isoflurane-anaesthetized mice, which were allowed to recover for 14 days. After a 5-h fasting period, awake and freely moving mice were subjected to 5 h of either a hyperinsulinemic/hypoglycemic clamp (Hypo) or hyperinsulinemic/euglycemic clamp (Eugly). The mice were sacrificed 4 h after clamp, and their eyes were collected to be fixed and embedded in yazzulla, cut and stained for GFP fluorescence analysis, and/or used for colocalization experiments. For RNA-Seq analysis, 2-month-old female C57BL/6 mice were subjected to a hyperinsulinemic clamp, and their eyes were isolated 4 h later. The eyes were then incubated in a sucrose gradient (5–25%) successively for 30 min at 4 °C; finally, the eyes were incubated in 25% sucrose and OCT (2:1 ratio) for 1 h at 4 °C and mounted in this mixture to be cut.

### 2.2. RGCs Isolation

A simple two-step “panning” protocol was used to isolate mouse RGCs [26]. Briefly, retinas from 0–3 days postnatal C57BL/6 and GFP-LC3^tg/+^ mice (male and female) were isolated and digested with papain. Then, drop-by-drop continuous mechanical dissociation of cells was performed to obtain isolated cells. Macrophages were depleted with anti-CD11b/c (BD Biosciences, Allschwil, Switzerland, 554859)-conjugated CELLection™ Dynabeads™ (Thermo Fisher, Ecublens, Switzerland, 11531D). After collecting the beads using a magnet, suspended cells were directly incubated for 45–50 min at 25 °C on immunopanning plates treated with goat anti-mouse IgM (Jackson ImmunoResearch, Cambridgeshire, UK, 115-005-020) and mouse anti-CD90 (Bio-Rad Laboratories AG, Cressier, Switzerland, MCA02R). After multiple washing steps, RGCs were detached from the plate through incubation with trypsin, counted, and seeded either on 96-well plates or chamber slides (Thermo Fisher, 177380) to be cultured for 48 h in RGC media composed of Neurobasal Medium (Thermo Fisher, 21103049) supplemented with insulin (Merck & Cie, I0516), sodium pyruvate (Thermo Fisher, 11360070), Penicillin–Streptomycin (Thermo Fisher, 15140122), triiodo-thyronine (Merck & Cie, T-6397), L-glutamine (Thermo Fisher, 25030081), N-acetyl cysteine (Merck & Cie, A-8199), forskolin (Merck & Cie, F-3917), and N21-MAX Media supplement (Bio-Techne R&D systems, Zug, Switzerland, AR008) and SATO buffer composed of transferrin (Merck & Cie, T-1147), BSA (Merck & Cie, A-8806), progesterone (Merck & Cie, P-8783), putrescine (Merck & Cie, P-5780), and sodium selenite (Merck & Cie, S-5261).

### 2.3. Cell Culture Conditions

Retinal explants were isolated from 15-day-old mice and cultured on a nitrocellulose filter (Merck & Cie, PIHA03050) in R-16 complete medium [27] for 24 h; then, they were incubated for 48 h in glucose-free Dulbecco’s modified Eagle’s medium supplemented with different concentrations of glucose. C57BL/6 retinal explants were first infected with the mRFP-GFP-LC3 lentivirus and treated with doxycycline, as described earlier [8], prior to culturing as described above. GFP-LC3^tg/+^ retinal explants were cultured at different glucose concentrations in the presence or absence of one of the autophagic modulators, rapamycin (Merck & Cie, 553211) and chloroquine (Merck & Cie, 1118000). The explants were then collected, fixed in 4% paraformaldehyde for 20 min, and embedded in yazzulla after incubation in a sucrose gradient. They were subsequently cut and analyzed for fluorescence.

Isolated RGCs were cultured for 48 h in fresh RGC medium supplemented with brain-derived (Merck & Cie, SRP3014-100G), ciliary (Merck & Cie, C3710-100G), and glial cell line-derived (Merck & Cie, G1777-100G) neurotrophic factors prior to culturing in free Dulbecco’s modified Eagle’s medium supplemented with different glucose concentrations for 48 h. RGCs isolated from C57BL/6 mice were infected with the mRFP-GFP-LC3 lentivirus, treated with doxycycline [8], and then cultured at different glucose concentrations.

### 2.4. Western Blotting Analysis

Protein lysates from isolated RGCs cultured at different glucose concentrations were electrically transferred to PVDF membranes and incubated with the following primary antibodies: rabbit anti-p62/SQSTM1 (Merck & Cie, P0067; 1:5000 dilution) and mouse anti-α-tubulin (Merck & Cie, T6074; 1:1000 dilution) for normalization. IrDye goat anti-rabbit (LI-COR Biotechnology, Bad Homburg vor der Höhe, Germany, 926-32211) or mouse (LI-COR Biotechnology, 926-68070) secondary antibodies were used to detect protein expression with the LI-COR Odyssey DLx imaging system (LI-COR Biotechnology).

### 2.5. Immunostaining

For GFP fluorescence and/or colocalization experiments, whole eyes cut into 8-micron sections were first pre-treated for 10 min in 0.5% Triton X and then blocked for 1 h with 5–10% normal goat serum (Agilent Technologies, Basel, Switzerland, X090710-8), 1% BSA, and 0.1% Triton X-100 (Merck & Cie, X100) in PBS. The sections were then incubated with the primary antibodies, anti-GFAP (Agilent Technologies, Z033401-2; 1:500 dilution), anti-GS (Merck & Cie, G2781; 1:5000 dilution), and anti-RBPMS (Merck & Cie, ABN1362: 1:200 dilution), for the overnight at 4 °C, washed, and incubated with Alexa Fluor 633 secondary antibody (Thermo Fisher, A21072; 1:2000 dilution) for 1 h. After washing, the slides were stained with DAPI for 10 min and mounted. A Leica microscope was used for the analysis.

### 2.6. LCM and RNA-Seq Analysis

Three eyes each from Eugly and Hypo mice were used for LCM. First, retinal sections were placed on Zeiss membrane slides (MembraneSlide 1.0 PET, 415190-9051-000), irradiated with UV light at 254 nm for 30 min, and coated with 0.1% w/v poly-lysine (Sigma Aldrich, St. Louis, MI, USA, P8920). Each retinal slide (10 mm) was first incubated for 30 s in 70% EtOH and then stained with cresyl violet solution for 2 min; the sections were then dehydrated using successive cold EtOH baths (30 s each at 70%, 95%, and 100%) and observed under a microscope. Isolated tissues were transferred to 100 mL of lysis buffer (RNAqueous™-Micro Total RNA Isolation Kit, Thermo Fisher, AM1931) and stored at −80 °C before processing for mRNA preparation. Six retinal mouse samples (isolated RNA)—3 Hypo and 3 Eugly—were evaluated for RNA quality and subjected to RNA-Seq analysis.

Purity-filtered reads were modified by adapters and quality-trimmed with cutadapt (v1.8) [28]. Reads matching ribosomal RNA sequences were removed with fastq_screen (v0.11.1). The remaining reads were further filtered for low complexity with reaper (v15-065) [29]. Reads were aligned against the Mus musculus GRCm38.92 genome using STAR (v2.5.3a) [30]. The number of read counts per gene locus was summarised with htseq-count (v0.9.1) [31] using Mus musculus GRCm38.92 gene annotation. The quality of the RNA-Seq data alignment was assessed using RSeQC (v2.3.7) [32], and isoform abundance was estimated using RSEM (v1.2.31) [33].

### 2.7. Pathway Analysis (Gene Set Enrichment Analysis)

Differential expression results from the RNA-seq comparison of hypoglycemic versus euglycemic ganglion cell layer (GCL) samples were analyzed using Gene Set Enrichment Analysis (GSEA; Broad Institute, version 4.3.3) [34,35]. Genes were supplied to GSEA as a ranked list derived from the differential expression analysis. Gene Ontology (GO) Biological Process autophagy-related gene sets from the Molecular Signatures Database (MSigDB) were used for enrichment testing [36]. GSEA was run with default settings, restricting gene-set size to a minimum of 15 and a maximum of 500 genes. To visualize expression patterns of genes contained in the autophagy-related gene sets, we generated heatmaps in R using the pheatmap package.

### 2.8. Statistical Analysis

All results were expressed as mean ± SEM of the indicated number of experiments. Data were statistically analyzed using Prism 6.0 (GraphPad software, Boston, MA, USA). Each group of data was first tested for distribution normality using the Shapiro–Wilk test. In case of normal distribution, Welch’s ANOVA test (one-way ANOVA with unequal variances), followed by a post hoc Tukey–Kramer test, was performed to compare the different treatments. When the distribution was not normal, the Kruskal–Wallis test (non-parametric analogue of one-way ANOVA) was performed to compare the different treatments. The threshold for statistical significance was set at a *p*-value of <0.05. Statistical significance was calculated using Student’s t-test. For RNA-Seq analysis, statistical analysis was performed for genes in R (v4.0.3 [2020-10-10]). Genes with zero counts in all samples as well as non-protein-coding transcripts were pre-filtered out. Normalization and differential expression analysis were performed using DESeq2 (v1.28.1) [37].

## 3. Results

### 3.1. Low-Glucose Conditions Induced Autophagy Both Ex Vivo and In Vivo

We initially tested the effect of low-glucose conditions on retinal explants (Figure S1). As we previously demonstrated by Western blot analysis [8] that LC3-II expression increases in retinal explants cultured at low glucose, we decided to test the fusion process using the mRFP-GFP-LC3 chimeric protein. Infection of whole-mount retinas isolated from C57BL/6 mice, using a lentiviral vector expressing mRFP-GFP-LC3 chimeric protein, resulted in strong RFP staining in the presence of both 1 and 25 mM glucose. However, GFP staining was greater under low-glucose conditions compared with high glucose, suggesting abnormal fusion of autophagosomes with lysosomes at low glucose (Figure 1A). Treatment of whole-mount retinas isolated from green fluorescent protein (GFP)-LC3 transgenic (GFP-LC3*^tg/+^*) mice with autophagic modulators (chloroquine or rapamycin) also indicated autophagosome formation at both high (25 mM) and low (1 mM) glucose concentrations. Notably, autophagosomes accumulated at 1 mM glucose (GFP fluorescence), whereas no similar fluorescence was observed at 25 mM glucose in the absence of any autophagic modulators (Figure 1B).

We then tested the effect of rapamycin in vivo by injecting the drug intraocularly into GFP-LC3*^tg/+^* mice (Figure S1). GFP clearly concentrated in the ganglion cell layer (GCL), demonstrating autophagosome accumulation in this part of the retina (Figure 2A). This result also suggests that the GFP-LC3*^tg/+^* model is suitable to study autophagy in the retina. Immunostaining with glial fibrillary acidic protein (GFAP) or glutamine synthetase (GS) showed that these two proteins colocalized with GFP in some ganglion cells, but not exclusively (Figure 2B); some cells exhibited autophagosome formation but were negative for both GFAP and GS.

We then tested the impact of 5 h hypoglycemia on autophagosome formation using GFP-LC3*^tg/+^* mice (Figure S1). Mice hypoglycemic for 5 h (Figure 3A) and those injected with rapamycin (Figure 2A) exhibited similar patterns of GFP staining on the GCL; no GFP staining was observed in the control group of mice (Eugly). Both GFAP and GS were found to colocalize with GFP in some ganglion cells but not in others (Figure 3B); GFP appeared to colocalize more extensively with an RGC marker, specifically an RNA-binding protein (RBPMS).

### 3.2. RNA-Seq Analysis Showed Few Genes Altered by 5 h Hypoglycemia

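RNA-Seq was performed on tissue of the ganglion cell layer (GCL), the inner layer of the retina that holds the cell bodies of the retinal ganglion cells. The layer was cut out of stained retinal sections by laser capture microdissection (LCM), in which a laser frees a chosen area of tissue under the microscope. The tissue came from 3 mice subjected to a 5 h hyperinsulinemic/hypoglycemic clamp (Hypo) and 3 mice subjected to a 5 h hyperinsulinemic/euglycemic clamp (Eugly), and the 2-month-old mice were sacrificed 4 h after the clamp. In a clamp, insulin is infused while glucose is held at a chosen level in the blood. Each mouse gave 1 library, made with a strand-specific poly(A) RNA kit from 500 ng of total RNA. The RNA quality number lay between 3.8 and 5.5, which is the range of partly degraded RNA. The authors trimmed the reads, removed ribosomal and low-complexity reads, aligned the rest to GRCm38 with STAR and counted them per gene with htseq-count, which leaves out reads that align to several places or fall on several genes. The deposited values are these raw counts, without normalization. The reads counted on genes were 12406828, 14695368 and 10200793 in Eugly replicates 1, 2 and 3, and 11197322, 10655854 and 10829676 in Hypo replicates 1, 2 and 3. At least 1 read was counted on 22700, 22159 and 20692 genes in the Eugly libraries and on 16400, 20430 and 21105 genes in the Hypo libraries. Mitochondrial genes took between 17.7% and 33.8% of the counts, and the 100 genes with most counts took between 34.7% and 46.5%. Spearman's rho between libraries was computed across the 9939 protein-coding genes with at least 10 counts in all samples. Genes with fewer counts in any library were left out of it. Between Hypo replicate 1 and the other libraries rho was between 0.755 and 0.786. For the pairs of libraries without Hypo replicate 1 it was between 0.889 and 0.946. This correlation is across genes, which are not independent replicates. The table lists 53715 genes, and 27732 of them had a count in at least 1 library. After the filter of the paper's methods, 16458 protein-coding genes with a count were tested for a difference between Hypo and Eugly. Counts were normalized by the TMM method and tested with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. The biological coefficient of variation between mice of a group was 0.685 in this fit. A gene with 3 or fewer counts in a library was taken as not detected there, and a fold change against a group of such libraries is given as a lower bound.

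**Figure D1:**
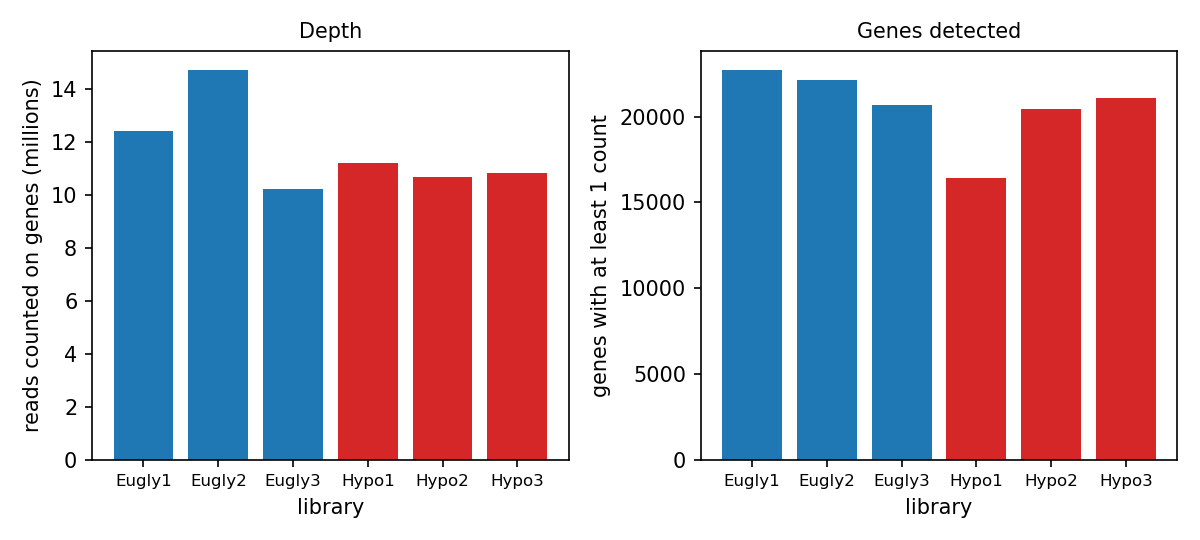
Depth and detection in the 6 GCL libraries, with Eugly in blue and Hypo in red. The bars on the left show the reads counted on genes in each library, and the bars on the right show the number of genes with at least 1 count. Hypo replicate 1 has 16400 genes with a count at 11197322 counted reads.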

To decipher the genes involved in autophagosome formation, we performed laser capture microdissection (LCM), followed by RNA-Seq analysis of 6 GCL samples from 3 euglycemic (Eugly) and 3 hypoglycemic (Hypo) mice (Figure S1). To set up fixation conditions and determine the purity of isolated mRNA, we isolated both the GCL and outer nuclear layer (ONL) from two C57BL/6 mice using LCM, and tested the expression of G protein subunit alpha transducin 1 (GNAT1) and Thy-1 cell surface antigen (Thy-1) using qPCR (Figure S2). *THY1* was strongly expressed on GCL, with slight mRNA contamination by the ONL fraction in one sample (8% of GNAT1 expression); *GNAT1* was not detected in the second sample. Similarly, *GNAT1* was strongly expressed on ONL, with slight mRNA contamination in both GCL samples (2% and 6% of THY1 expression). This observation underscores the need for a good specific isolation process targeting GCL during LCM.

RNA-Seq analysis revealed very few changes in gene expression between Eugly and Hypo mice. 

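Among the 16458 protein-coding genes tested, 0 had an adjusted p-value under 0.05, and the smallest adjusted p-value was 0.740. At an unadjusted p-value under 0.05 there were 988 genes, which is 6.00% of those tested, and 670 of them were higher and 318 lower in Hypo. The balance depended on the setting, as limma-voom with sample weights gave 427 higher and 578 lower, and leaving out Hypo replicate 1 gave 635 higher and 586 lower. The number of genes past the adjusted threshold moved most when the 27732 genes of all biotypes were tested, to 221 genes, in 172 of which 1 library was more than 3-fold above the next, and when DESeq2 was run without Hypo replicate 3, to 253 genes, a setting chosen after the data were seen.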

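Gm765 (ENSMUSG00000090667) encodes MyoD family inhibitor domain containing-2 and lies on the reverse strand of chromosome 6 of GRCm38, from 98235708 to 98342754. Normalized counts are given as CPM, in which each library is scaled to the same normalized total, and that of Gm765 was 3.13 ± 1.47 CPM (SD, n = 3) in Eugly and 14.0 ± 14.3 CPM (SD, n = 3) in Hypo. The log2 fold change was 2.15 (standard error 1.10), with an adjusted p = 0.740 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The raw counts of Gm765 were 22, 74 and 31 in the Eugly libraries and 1, 293 and 150 in the Hypo libraries, so that Hypo replicate 1 lay below all Eugly libraries. With each mouse left out in turn, the log2 fold change of Gm765 stayed between 1.09 and 2.74. Without Hypo replicate 1, where edgeR estimated the same spread for all genes of similar abundance, its adjusted p was 0.00487. Txlnb (ENSMUSG00000039891) encodes taxilin beta and lies on the forward strand of chromosome 10 of GRCm38, from 17796226 to 17845665. It was counted on few reads, namely 11, 8 and 1 in the Eugly libraries and 0, 36 and 41 in the Hypo libraries. The normalized count of Txlnb was 0.456 ± 0.334 CPM (SD, n = 3) in Eugly and 2.37 ± 2.05 CPM (SD, n = 3) in Hypo, a log2 fold change of 2.34 (standard error 1.70, adjusted p = 0.758 from the same edgeR test). The log2 fold change of Txlnb lay between 1.91 and 2.92 with each mouse left out in turn. Ctxn3 (ENSMUSG00000069372) encodes cortexin 3 and lies on the forward strand of chromosome 18 of GRCm38, from 57468516 to 57478133. Its raw counts were 504, 1173 and 344 in the Eugly libraries and 392, 128 and 222 in the Hypo libraries. Its normalized count was 48.0 ± 19.6 CPM (SD, n = 3) in Eugly and 27.2 ± 19.7 CPM (SD, n = 3) in Hypo, and the log2 fold change was −0.82 (standard error 0.51, adjusted p = 0.745 from the same edgeR test). Leaving out each mouse in turn gave log2 fold changes of Ctxn3 from −1.58 to −0.43, and the adjusted p was 0.0231 without Hypo replicate 1.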

Only three genes were differentially expressed, with an adjusted *p*-value of <0.05; many genes showed a high fold change with a low *p*-value, but not with a low adjusted *p*-value. Table 1A,B show the 10 genes that were up- and downregulated, respectively, under hypoglycemic conditions. 

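In the fit of the 6 libraries, 20 of the 20 genes in Table 1 changed in the direction given there. The fitted log2 fold changes lay between 1.29 and 4.05 for the genes of Table 1A and between −6.16 and −0.64 for those of Table 1B. The ends of 4.05 (4933405O20Rik) and −6.16 (2010300C02Rik) come from genes with a whole group at 3 or fewer counts. For these genes only the lower bounds given below apply. The unadjusted p-value was under 0.05 for 9 of the 20 genes. Adjusted over all genes tested, the p-values of the 20 genes lay between 0.740 and 0.791, and adjusted over the 20 genes alone, 7 were under 0.05. The second count shows no stability, since the list is the paper's own selection from these data. In 8 of the 20 genes the Hypo and Eugly libraries did not overlap, where 10% of genes without a difference are expected not to overlap for 3 samples against 3. Since the genes were selected for their difference, this count is no test of it. Pgm5 had normalized counts of 14.1 ± 0.971 CPM (SD, n = 3) in Eugly and 2.36 ± 2.53 CPM (SD, n = 3) in Hypo, and its log2 fold change was −2.57 (standard error 0.88, adjusted p = 0.740 from edgeR's quasi-likelihood test). Pepd had normalized counts of 30.6 ± 5.45 CPM (SD, n = 3) in Eugly and 12.7 ± 4.08 CPM (SD, n = 3) in Hypo, a log2 fold change of −1.27 (standard error 0.50, adjusted p = 0.740 from the same edgeR test). With each mouse left out in turn, the log2 fold change lay between −3.94 and −2.15 for Pgm5 and between −1.54 and −1.08 for Pepd. Hypo replicate 1 differed from the other Hypo libraries in much of Table 1A, as it was below both of them in 7 of the 10 genes and had 3 or fewer counts in 5. It lay inside the range of the Eugly libraries in 7 of the 20 genes. Hypo replicates 2 and 3 were both above the Eugly libraries in 9 of the 10 genes of Table 1A and both below them in 10 of the 10 genes of Table 1B. In 4 genes a whole group was at or under 3 counts, so that the change is a lower bound. 4933405O20Rik, with 0, 27 and 2 counts in Hypo replicates 1, 2 and 3, was at least 3.91-fold higher in the Hypo mean, which rests on Hypo replicate 2 alone. Ptges3l was at least 11.1-fold lower, Krtcap3 at least 8.41-fold lower and 2010300C02Rik at least 9.77-fold lower. Of the exon bases of Ptges3l, 40.5% also belong to exons of Gm27029 or Rundc1, so its count is uncertain. The count of 4933405O20Rik, described in Table 1 as a probable isocitrate dehydrogenase gamma subunit, is uncertain as well where reads also align to another gene of that family.

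**Figure D2:**
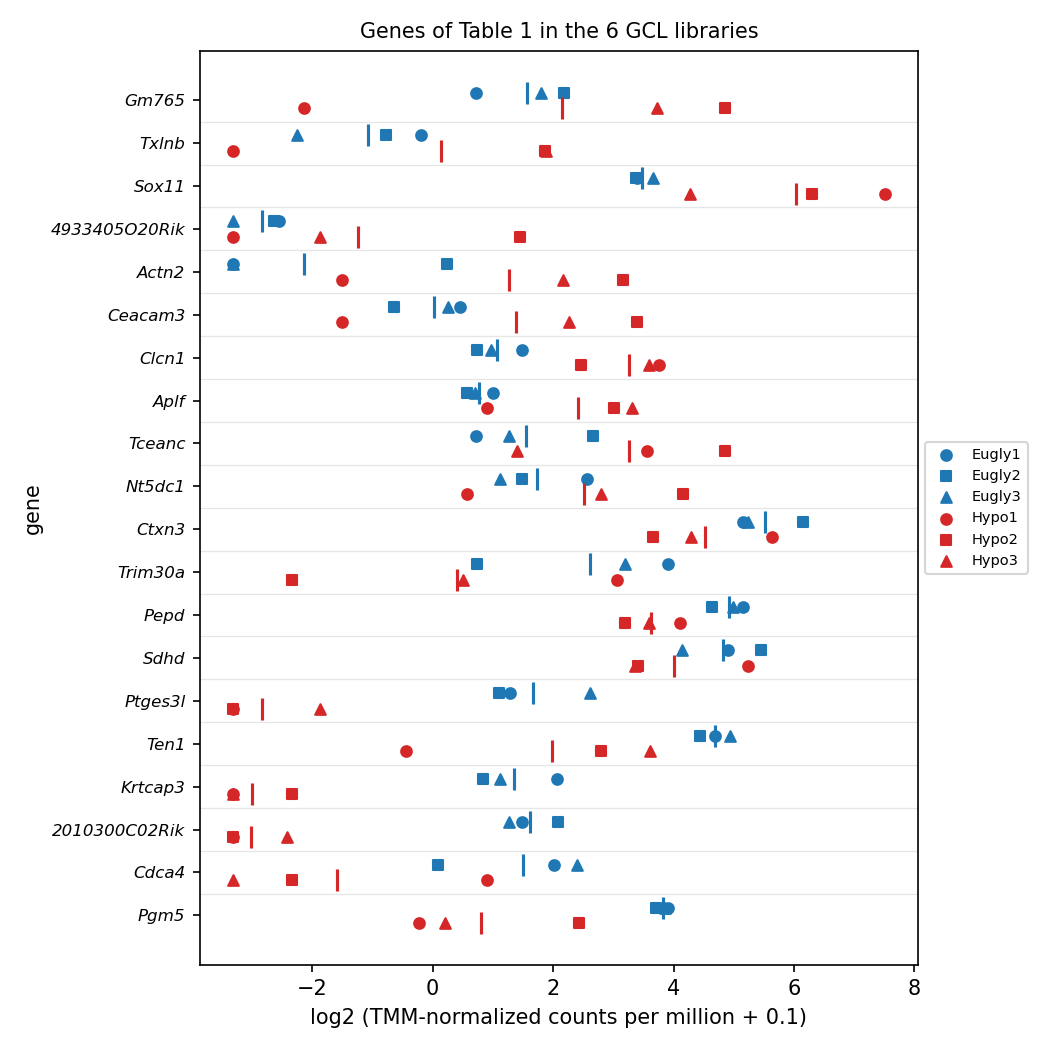
Normalized counts of the 20 genes of Table 1 in the 6 GCL libraries, with Eugly in blue and Hypo in red. Each symbol is 1 library, its shape gives the replicate number, the vertical tick is the mean of a group, and the horizontal axis is log2 of the TMM-normalized CPM plus 0.1. Hypo replicate 1 (red circles) lies below the other Hypo libraries in 7 of the 10 genes of Table 1A.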

Notably, these genes are not known to be involved in autophagy. 

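The heat maps of Figure S3B and Figure S3D name the genes of the sets for positive regulation (89 genes) and negative regulation (37 genes) of macroautophagy, with 8 genes in both sets. Of the 20 genes of Table 1, 0 are among these 118 genes.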

Very few genes specific to autophagy appeared to be modified in the event of hypoglycemia; however, those overexpressed were not significant (they had a high adjusted *p*-value). 

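All 118 genes named in Figure S3B and Figure S3D had a count and were tested. In Hypo, 63 were higher and 55 were lower than in Eugly. The unadjusted p-value was under 0.05 for 7 of them, where 5.9 are expected by chance, and 5 of these were higher and 2 lower in Hypo. The number of genes with an adjusted p-value under 0.05 was 0, both over all genes tested and over the 118 genes alone, where the smallest adjusted p-value was 0.626. The count of 7 genes moved most when 1 mouse was left out, to 0 without Eugly replicate 2 and, under DESeq2, to 20 without Hypo replicate 3, a setting chosen after the data were seen. Nrbp2, of the negative set, had normalized counts of 53.8 ± 14.9 CPM (SD, n = 3) in Eugly and 109.9 ± 42.2 CPM (SD, n = 3) in Hypo, a log2 fold change of 1.03 (standard error 0.36, adjusted p = 0.740 from edgeR's quasi-likelihood test). Tigar, of the same set, went from 33.8 ± 5.69 CPM (SD, n = 3) in Eugly to 14.8 ± 4.03 CPM (SD, n = 3) in Hypo, a log2 fold change of −1.19 (standard error 0.47, adjusted p = 0.740 from the same edgeR test). Lrsam1, of the positive set, had a log2 fold change of −1.26. Tsc1, which is in both sets, and Ambra1, Dcn and Bnip3, of the positive set, had log2 fold changes of 1.08, 1.10, 2.20 and 1.00. In these 4 genes the rise came mostly from Hypo replicate 1, and without it the log2 fold changes were 0.33, 0.23, −0.58 and 0.13. The direction of Dcn also turned under limma-voom with sample weights, with a log2 fold change of −0.18. Of the exon bases of Bnip3, 22.2% also lie in exons of a gene on the other strand, Gm45507, so its count is uncertain. A list of 24 core autophagy genes, such as the LC3 genes Map1lc3a and Map1lc3b and the receptor Sqstm1, was fixed beforehand. It had 7 genes higher and 17 lower in Hypo, 1 with an unadjusted p-value under 0.05 and 0 with an adjusted one. That gene was Sqstm1, with 177 ± 43.7 CPM (SD, n = 3) in Eugly and 90.9 ± 29.2 CPM (SD, n = 3) in Hypo, a log2 fold change of −0.96 (standard error 0.33, adjusted p = 0.740 over all genes and 0.219 over the list from the same edgeR test). Of its exon bases, 17.3% also lie in exons of the opposite gene Mrnip. From the high adjusted p-values of the overexpressed autophagy genes, the paper states that their changes were not significant. In its discussion, the paper proposes that the lack of significant changes in key autophagy factors may be due to the timing of the analysis, 4 h after the clamp, or to problems in isolating RNA after LCM.

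**Figure D3:**
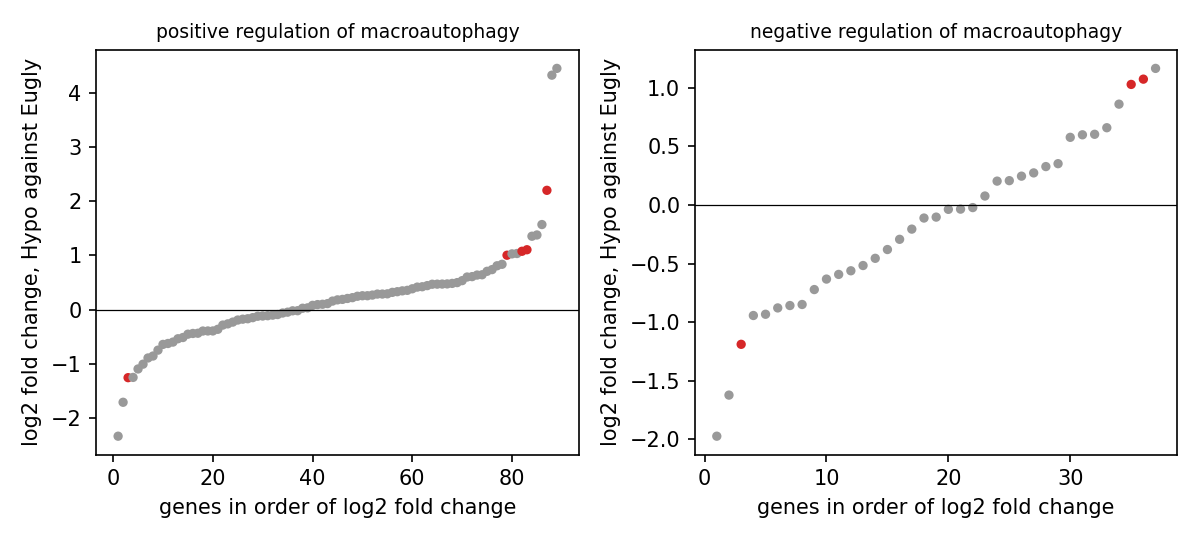
Log2 fold change, Hypo against Eugly, of the 89 genes of the positive set (left) and the 37 genes of the negative set (right), each in order of its fold change. Each point is 1 gene, and red points have an unadjusted p-value under 0.05. In the positive set 52 genes lie above 0 and 37 below, and in the negative set 15 lie above and 22 below.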

We performed gene set enrichment analysis (GSEA) for genes positively and negatively involved in the control of autophagy (Figure S3). 

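For the gene set enrichment, the 27732 genes with a count in at least 1 library were ranked by Signal2Noise, the difference between the Hypo and Eugly means of the normalized CPM divided by the sum of their standard deviations, each set to at least 0.2 of its mean. The sets were the genes named in Figure S3B and Figure S3D, and other members of the gene ontology terms were not used here. The enrichment score is the largest deviation of a running sum that rises at each gene of the set, in proportion to its Signal2Noise (weight 1), and falls at other genes. It is positive when the set gathers among genes higher in Hypo and negative when it gathers among genes higher in Eugly. The normalized enrichment score divides it by the mean of the scores with the same sign over the 20 ways of labelling the 6 libraries as 3 Hypo and 3 Eugly. The p-value is the share of these labellings with the same sign, 10 for each set, whose score was as large, so the smallest p-value is 0.1.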

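The set for positive regulation of macroautophagy had an enrichment score of 0.290 and a normalized enrichment score of 1.203 (exact permutation of the sample labels, p = 0.2). In the ranking, 50 of its 89 genes were higher in Hypo and 39 lower. The set for negative regulation had an enrichment score of −0.395 and a normalized enrichment score of −1.37 (exact permutation of the sample labels, p = 0.2), with 15 genes higher in Hypo and 22 lower. Both scores were thus within what other labellings of the same 6 libraries gave. The positive set moved most with Signal2Noise computed on log2(CPM + 1), to a normalized enrichment score of 0.748 (exact permutation of the sample labels, p = 0.7). The negative set moved most with a ranking by the signed edgeR statistic, under which it had a normalized enrichment score of 0.808 (permutation of the genes, p = 0.771) and the positive set 1.45 (permutation of the genes, p = 0.0237). With the Signal2Noise ranking and random sets of genes in place of relabelled samples, the positive set had p = 0.0232 by permutation of the genes, a p-value that does not use the spread between mice. With each mouse left out in turn, the normalized enrichment score lay between 0.997 and 1.19 for the positive set and between −1.55 and −1.05 for the negative set.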

Despite there being no significant *p*-value, we observed an enrichment of positive genes in the hypoglycemic condition, whereas an enrichment of negative genes was observed in the euglycemic condition.

### 3.3. Hypoglycemia Induced Autophagy in RGCs by Impairing AL Formation

Owing to colocalization of autophagosomes (GFP staining) with RBPMS, we conducted several experiments on isolated RGCs (Figure S1). First, we isolated RGCs from C57BL/6 mice and cultured them at varying glucose concentrations. Western blot analysis showed a significant increase in SQSTM1/p62 (sequestosome 1) levels, suggesting a potential inhibition of autophagy or malfunction in the autophagic process (Figure 4A). Unfortunately, due to the limited protein lysate, it was technically not possible to detect LC3-II by Western blot analyses to confirm autophagosome accumulation. Therefore, we used GFP-LC3*^tg/+^* mice and isolated RGCs to culture them at varying glucose concentrations. Figure 4B clearly shows the accumulation of autophagosomes (GFP staining) with 1 mM glucose or in the presence of rapamycin, an autophagic activator, with 25 mM. No accumulation of GFP-LC3 puncta at baseline was observed (5 or 25 mM glucose alone). We then tested the fusion process of autophagosomes and lysosomes in C57BL/6 RGCs infected with the mRFP-GFP-LC3 lentivirus and cultured at diverse glucose concentrations in the presence or absence of chloroquine, an AL formation inhibitor. Normal autophagy occurred with 5 and 25 mM glucose, whereas 1 mM glucose and the presence of the autophagic inhibitor induced GFP fluorescence, suggesting a defect in the fusion process. qPCR analysis for lysosome-associated membrane protein 2 (Figure S4) showed a significant decrease in gene expression with 1 mM glucose compared to that with 5 and 25 mM glucose; protein expression of lysosome-associated membrane protein 2 could not be determined owing to a very low amount of sample after RGC isolation and culture. Both results suggest a defect in AL formation.

## 4. Discussion

We used the suggested guidelines to study the autophagy process in many, if not all, experiments [38]. To validate the use of the GFP-LC3 model [25] in retinal autophagy analyses, we intraocularly injected rapamycin into these mice; we chose to inject heterozygote mice because basal GFP fluorescence of homozygote GFP-LC3 mice was very strong, thereby masking the desired signal. Thereafter, we used heterozygote mice in all ex vivo and in vivo experiments. Our results indicate that rapamycin induced autophagosome formation in RGCs of both retinal explants (Figure 1) and mice (Figure 2). Therefore, this mouse model is appropriate for such studies. We also observed that RGCs were the major sites of autophagy induced by 5 h hypoglycemia. However, the autophagy process was blocked by a defect in AL formation, probably due to the downregulation of glucose-induced lysosome-associated membrane protein 2. Many studies demonstrated that autophagy has a protective effect, specifically on RGCs [19,20,23], whereas others found the opposite effect. One study showed that autophagy inhibition in glucose-deprived cortical neurons leads to less cell death [39]. In contrast, autophagy activation induces RGC death in a chronic hypertensive glaucoma model [24]. The effects of autophagy depend on the model used and the timing of analyses [40]. The main observation is the formation of autophagosomes, but it is unclear if complete fusion with lysosomes is achieved, especially in studies showing that autophagy activation induces cell death. These results are similar to the observation in this study, i.e., hypoglycemia induced autophagy; however, its protective effect was inhibited by a fusion process defect. Significant p62 overexpression and GFP fluorescence were observed when isolated RGCs were cultured under low-glucose conditions (Figure 4A) and infected with mRFP-GFP-LC3 (Figure 4C), respectively; both results support a defect in AL formation.

RNA-Seq analyses after LCM revealed that very few genes were significantly altered, when the adjusted *p*-value was used as a selection criterion. MyoD family inhibitor domain-containing 2 and taxilin-beta were upregulated, whereas cortexin 3 was downregulated. Since myoD family inhibitor domain-containing 2 is expressed in RGCs [41] and downregulated in streptozotocin-treated rats [42], no direct link between this protein and the RGC state was analyzed. Although no clear role for taxilin-beta in the retina has been described, this protein belongs to the syntaxin family, which is involved in intracellular vesicle trafficking [43]. Further analyses of this protein in the retina are needed to better understand its role, especially in autophagosomes or lysosomes. Cortexin 3 is considered a marker of intrinsically photosensitive RGCs [44]; it is downregulated after optic nerve crushing [45]. To date, these three proteins have not been linked to autophagy.

We were not able to highlight significant changes in the expression of key factors involved in autophagy, as expected; this may be due to the timing of analysis, which occurred shortly after the hyperinsulinemic/hypoglycemic clamp (4 h). However, we observed an enrichment of genes involved in the positive regulation of autophagy in isolated GCLs from mice that underwent a hypoglycemic condition, while genes involved in the negative regulation of autophagy were enriched in the euglycemic condition. Further analyses with different time points are necessary to detect autophagic markers. Other genes with expression modified during hypoglycemia, but not significantly so, are directly related to RGCs or have been seldom studied in the retina. 

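Sox11 (ENSMUSG00000063632) lies on the reverse strand of chromosome 12 of GRCm38, from 27334264 to 27342574. Its raw counts were 1447, 807 and 219 in Hypo replicates 1, 2 and 3, each above the raw count in every Eugly library. The normalized count was 11.1 ± 1.29 CPM (SD, n = 3) in Eugly and 93.7 ± 82.9 CPM (SD, n = 3) in Hypo. This gave a log2 fold change of 3.07 (standard error 0.59), with an adjusted p = 0.740 from edgeR's quasi-likelihood test. With DESeq2 in place of edgeR, the adjusted p was 0.0232. The log2 fold change lay between 2.15 and 3.56 with each mouse left out in turn, and it was smallest without Hypo replicate 1.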

There was an increase in the levels of SRY-box transcription factor 11 (SOX11), which has been implicated in RGC differentiation [46]. Some studies indicate that SOX11 promotes the survival of RGCs, specifically after optic nerve injury [47]; a recent study showed that SOX11 promotes axon regeneration, but is also responsible for killing other RGCs [48]. Further studies are needed to elucidate the role of hypoglycemia-induced SOX11 expression in RGCs, as well as its potential link with autophagy.

We recently showed that 5 h hypoglycemia in mice also induces ER stress (X-box binding protein 1 splicing) in many retinal cells, including the RGC layer [5]. As many reports describe a link between autophagy and ER stress (for review, see [11]), it will be interesting to further analyze whether ER stress can induce autophagy during hypoglycemia. In addition, a direct link between autophagy and retinal cell death has already been demonstrated in 661W cells [8], and we have preliminary results showing that modulation of GHS, a key player in apoptosis, affects the formation of autophagosomes.

This study has some limitations. We tested gene expression 4 h after 5 h hypoglycemia in mice. Autophagy analyses in a time- and dose-dependent manner will probably yield different and interesting data, mainly on autophagic markers. Furthermore, although we observed autophagy induced by hypoglycemia in two mouse lines (C57BL/6 and GFP-LC3), extrapolation of these results to patients with DR should always be conducted with a degree of caution. Furthermore, we used RGCs from newborn mice for ex vivo autophagy experiments because isolating adult RGCs is much more difficult and results in a low cell yield. Isolated RGCs from adult mice may produce different results. The metabolic state of a cell depends on the cell type and has a strong influence on autophagy. Here, we focused on RGCs due to in vivo results showing an accumulation of LC3 specifically in RGCs (Figure 3). However, we can assume that other retinal cells experience autophagy too, as was previously demonstrated in 661W photoreceptor cells [8]. The failure to detect significant changes in genes involved in autophagy may be due to issues related to RNA isolation following laser capture microdissection (LCM).

The impact of autophagy on neurodegeneration varies depending on the type of cell affected and the chronicity and severity of diabetic conditions, such as high or low glucose levels, oxidative and ER stress. It also depends on whether autophagic flux remains functional or becomes impaired. In the case of diabetic retinopathy, chronic and intense stress can cause the protective autophagic pathway to become saturated, inefficient, or defective, thus shifting its role from survival to promoting cellular dysfunction or death [14]. Furthermore, autophagy has been shown to play a neuroprotective role in RGCs, which are selectively lost in DR [49]. It’s suggested that a defect in the autophagic process, as observed in our hypoglycemic models or in low-glucose culture conditions, is part of the neurodegenerative process in RD. This defect could be a potential therapeutic target.

## 5. Conclusions

Herein, we have shown that 5 h hypoglycemia induced autophagosome formation, specifically in RGCs. Similarly to our findings in 661W photoreceptor cells [8], it appears that the autophagic process, more precisely the fusion between autophagosomes and lysosomes, is defective, resulting in apoptosis [4]. A better understanding of the fine equilibrium between ER stress, autophagy, and retinal cell death will provide insights into potential strategies to prevent diabetes-related complications such as DR.

## Figures and Tables

**Figure 1:**
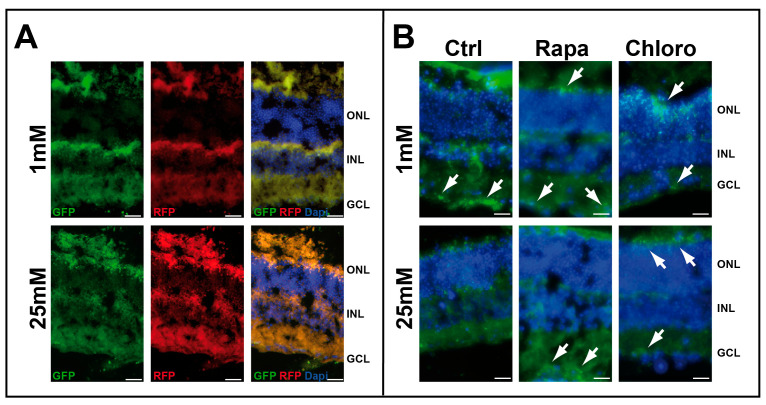
Low glucose concentration induced autophagy. (**A**) Whole-mount retinas of 2-month-old C57BL/6 mice infected with mRFP-GFP-LC3 lentivirus and cultured with 1 and 25 mM glucose. (**B**) Whole-mount retinas of 2-month-old GFP-LC3*^tg/+^* mice cultured with 1 and 25 mM glucose in the presence or absence of autophagic modulators, rapamycin (Rapa) or chloroquine (Chloro). GFP fluorescence (white arrows) is characteristic of autophagosome formation. The images are representative of three different experiments. Scale bar 20 mm.

**Figure 2:**
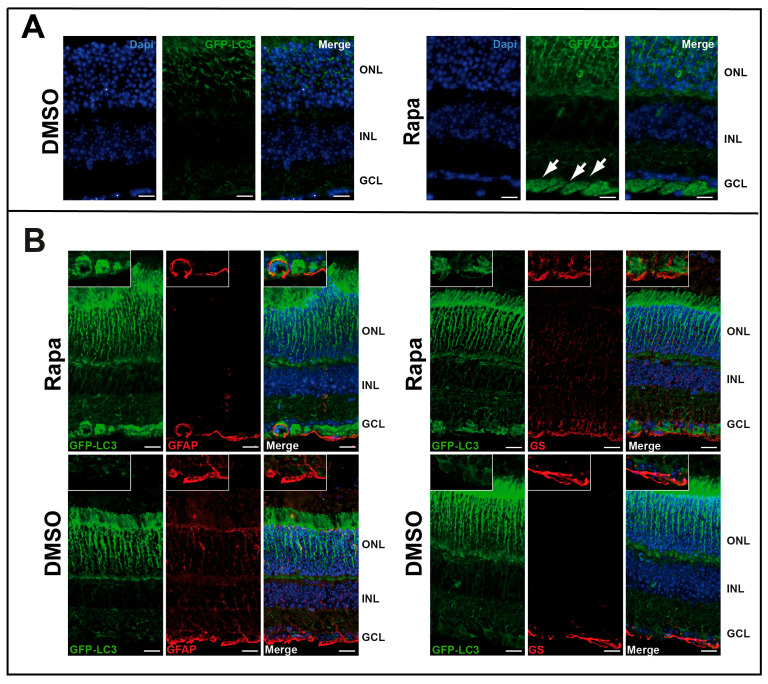
Rapamycin induced in vivo autophagy in GCL. (**A**) GFP fluorescence of retinal sections from GFP-LC3^tg/+^ mice injected intraocularly with DMSO or rapamycin (Rapa). GFP-LC3 accumulation, characteristic of an increase in autophagosomes, is visible in GCL (white arrows). (**B**) Same sections are immuno-stained for glial fibrillary acidic protein (GFAP) or glutamine synthetase (GS) which are both glial markers (the retinal astrocytes and Müller glia, respectively) and associate with GCL and for GFP-LC3. We showed a colocalisation GFP-LC3 with both markers. The images are representative of three different experiments. Scale bar 20 mm.

**Figure 3:**
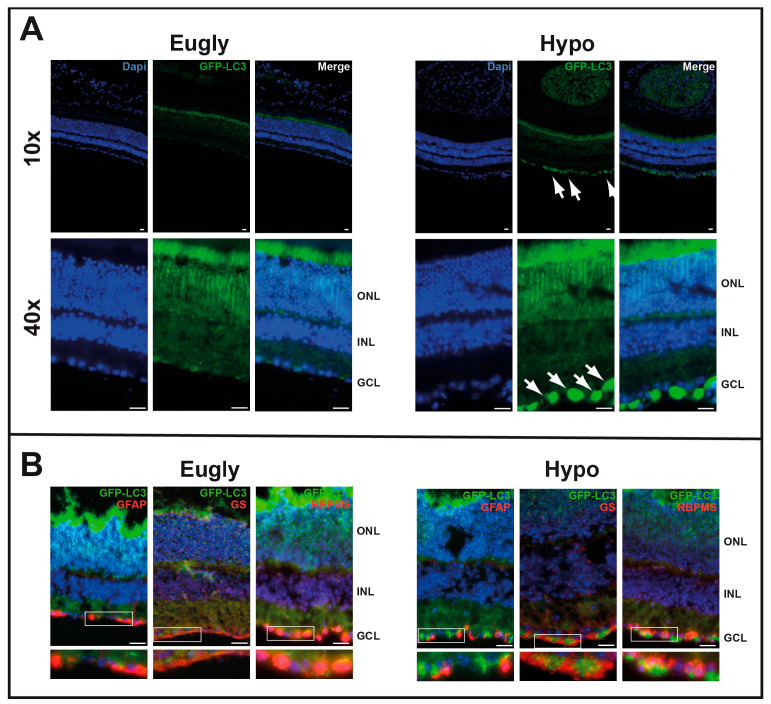
Five-hour hypoglycemia induces in vivo autophagy in GCL. (**A**) A hyperinsulinemic/hypoglycemic clamp (Hypo) was applied to 2-month-old GFP-LC3^tg/+^ mice for 5 h; a hyperinsulinemic/euglycemic clamp (Eugly) was used as control. GFP-LC3 accumulation (GFP fluorescence), characteristic of an increase in autophagosomes, is visible in GCL (white arrows). (**B**) Same sections immuno-stained for GFAP, GS, or RNA-binding protein with multiple splicing (RBPMS), showing GFP-LC3 colocalisation with all three GCL markers. The images are representative of three different experiments. Scale bar 20 mm.

**Figure 4:**
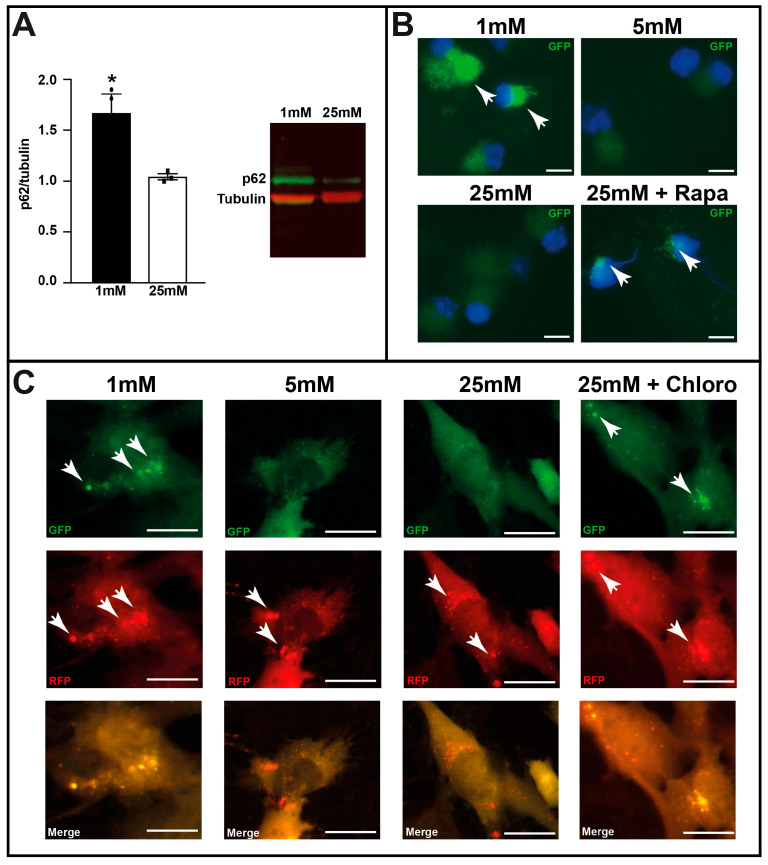
Low-glucose conditions induce autophagosome formation in isolated retinal ganglion cells (RGCs). (**A**) p62/SQSTM1 protein expression in isolated C57BL/6 RGCs cultured with 1 and 25 mM glucose for 48 h, assessed by Western Blot analysis. Results are expressed as mean ± SEM of 3 experiments. * *p* < 0.03. (**B**) GFP fluorescence (white arrows) of isolated GFP-LC3^tg/+^ RGCs cultured at various glucose concentrations (1, 5, and 25 mM); rapamycin (Rapa), an autophagic activator, was used as control. (**C**) GFP and RFP fluorescence (white arrows) of isolated C57BL/6 RGCs infected with mRFP-GFP-LC3 lentivirus and cultured at various glucose concentrations (1, 5, and 25 mM); chloroquine (Chloro), an inhibitor of autophagosome/lysosome fusion, was used as control. The images are representative of three different experiments. Scale bar 200 mm.

**Table 1:** RNA-Seq analysis after LCM in both hypoglycemic and euglycemic conditions. Panel A showed the 10 genes that were up- while panel B showed the 10 genes that were downregulated by hypoglycemia.

Gene ID	Gene Name	FC	*p* Value	*p* Value Adj	Description
(**A**)					
ENSMUSG00000090667	Gm765	6.5	8.17 × 10^−7^	0.013	MyoD family inhibitor domain containing-2
ENSMUSG00000039891	Txlnb	20.8	2.88 × 10^−6^	0.024	taxilin beta
ENSMUSG00000063632	Sox11	3.9	2.66 × 10^−5^	0.109	Transcription factor SOX-11
ENSMUSG00000084234	4933405O20Rik	90.0	7.30 × 10^−5^	0.182	Probable isocitrate dehydrogenase [NAD] gamma-2
ENSMUSG00000052374	Actn2	19.8	1.28 × 10^−4^	0.182	Alpha-actinin-2
ENSMUSG00000053228	Ceacam3	7.9	9.52 × 10^−5^	0.182	carcinoembryonic antigen-related cell adhesion molecule-3
ENSMUSG00000029862	Clcn1	5.5	1.44 × 10^−4^	0.182	Chloride channel protein-1
ENSMUSG00000030051	Aplf	5.5	1.36 × 10^−4^	0.182	Aprataxin and PNK-like factor
ENSMUSG00000051224	Tceanc	6.3	3.79 × 10^−4^	0.208	Transcription elongation factor A N-terminal and central domain-containing protein
ENSMUSG00000039480	Nt5dc1	4.7	3.29 × 10^−4^	0.208	5’-nucleotidase domain containing-1
**Gene ID**	**Gene Name**	**FC**	***p*** **Value**	***p*** **Value adj**	**Description**
(**B**)					
ENSMUSG00000069372	Ctxn3	−3.4	8.22 × 10^−6^	0.045	Cortexin-3
ENSMUSG00000030921	Trim30a	−14.4	1.06 × 10^−4^	0.182	Mus musculus tripartite motif-containing 30A
ENSMUSG00000063931	Pepd	−3.8	8.67 × 10^−5^	0.182	peptidase D
ENSMUSG00000000171	Sdhd	−3.3	9.49 × 10^−5^	0.182	succinate dehydrogenase complex
ENSMUSG00000097487	Ptges3l	−57.6	2.04 × 10^−4^	0.198	Putative protein PTGES3L
ENSMUSG00000020778	Ten1	−2.9	2.03 × 10^−4^	0.198	CST complex subunit TEN1
ENSMUSG00000029149	Krtcap3	−79.8	3.33 × 10^−4^	0.208	Keratinocyte-associated protein-3
ENSMUSG00000026090	2010300C02Rik	−50.5	2.63 × 10^−4^	0.208	RIKEN cDNA 2010300C02 gene
ENSMUSG00000047832	Cdca4	−36.6	3.51 × 10^−4^	0.208	Mus musculus cell division cycle associated-4
ENSMUSG00000041731	Pgm5	−6.0	3.31 × 10^−4^	0.208	Phosphoglucomutase-like protein-5

## Data Availability

The data that support the findings of this study are openly available on GEO, reference number (GSE292784).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells14221774/s1, Figure S1: Diagrams explaining the different experiments; Figure S2: Determination of the purity of LCM isolated mRNA; Figure S3: Hypoglycemia in retinal ganglion-cell–layer (GCL) cells is associated with increased macroautophagy signaling. Figure S4: Lysosome-associated membrane protein 2 (Lamp2) is significantly decrease in retinal ganglion cell (RGC) cultured at low glucose.

## Abbreviations

AL	autolysosome
DR	Diabetic Retinopathy
ER	Endoplasmic Reticulum
Eugly	Euglycemic
GCL	Ganglion Cell Layer
GFAP	Glial Fibrillary Acidic Protein
GFP	Green Fluorescence Protein
GS	Glutamine Synthetase
GNAT1	G Protein Subunit Alpha Transducin 1
Hypo	Hypoglycemic
iBRB	Inner blood–retinal barrier (iBRB)
LCM	Laser Capture Microdissection
ONL	Outer Nuclear Layer
RGC	Retinal Ganglion Cells
RBPMS	RNA-Binding Protein
SOX11	SRY-Box Transcription Factor 11
Thy-1	Thy-1 Cell Surface Antigen

# Supplementary material for: Autophagy Impairment in Retinal Ganglion Cells Following Hypoglycemia in Mice
**Source:** Cells. 2025 Nov 12;14(22):1774. doi: 10.3390/cells14221774
**Supplement:** Supplementary file 1

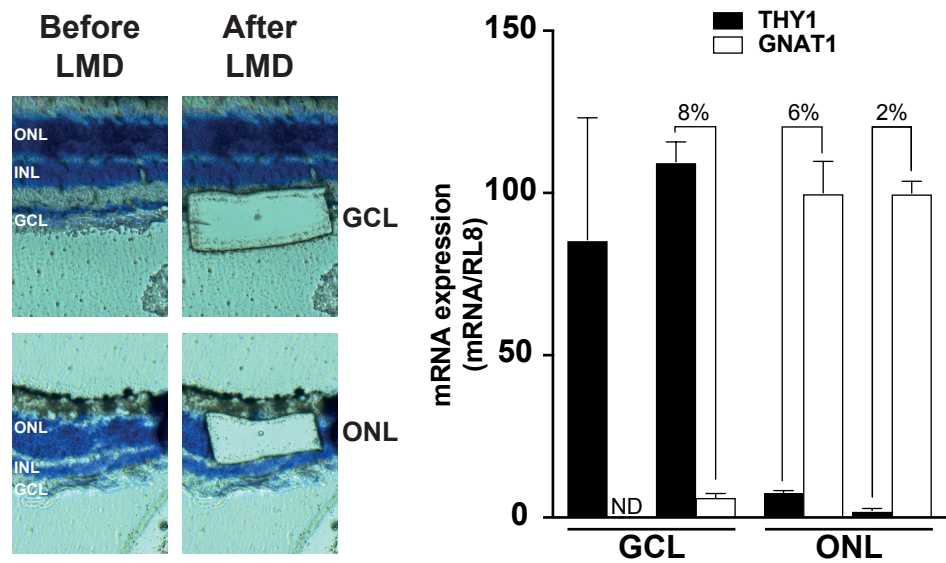

**Figure S2: Determination of the purity of LCM isolated mRNA.** We isolated both the ganglion cell layer (GCL) and outer nuclear layer (ONL) from two C57BL/6 mice using LCM, then we isolated mRNA and tested the expression of the G protein subunit alpha transducin 1 (GNAT1), which is a GCL marker and the Thy-1 cell surface antigen (Thy-1), which is an ONL marker using qPCR. We used the RL8 housekeeping gene expression to normalize. Percentage of contamination is assessed by setting the layer-specific marker at 100%.

A

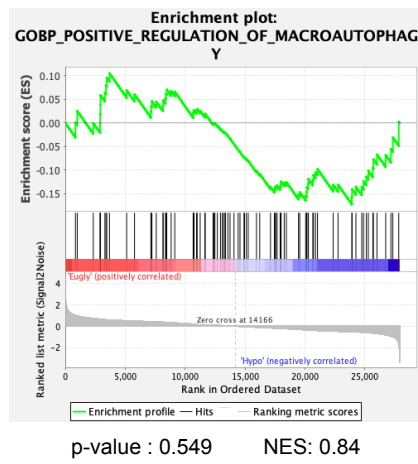

B

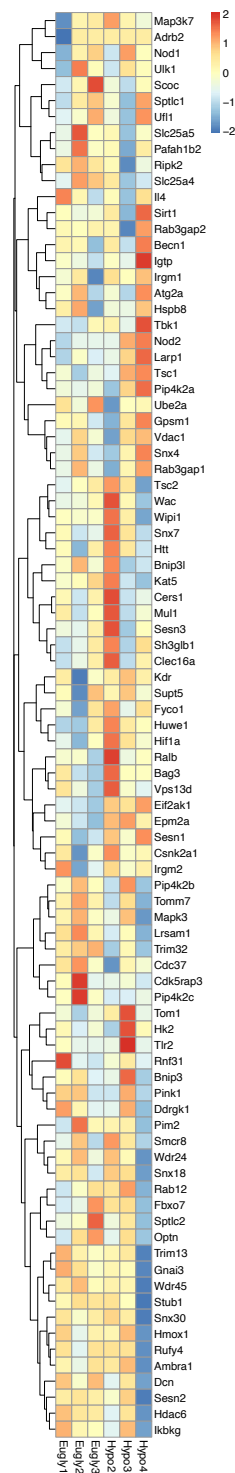

C

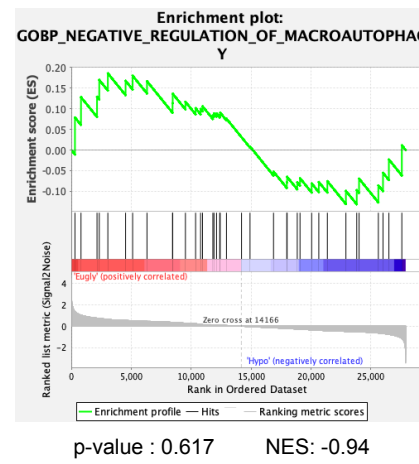

D

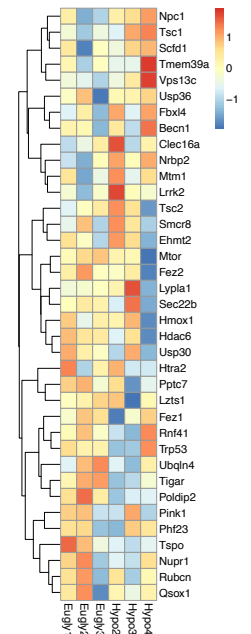

**Figure S3: Hypoglycemia in retinal ganglion-cell-layer (GCL) cells is associated with increased macroautophagy signaling.** (A, C) Gene Set Enrichment Analysis (GSEA) using Gene Ontology Biological Process (GO-BP) terms shows enrichment of « positive regulation of macroautophagy » in hypoglycemia (A) and enrichment of negative regulation of macroautophagy in euglycemia (C). Normalized enrichment scores (NES) and p-values are reported on the plots. (B, D) Heatmaps display the expression of genes from the corresponding GO-BP sets across samples. Values are scaled per gene (row Z-score).

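A row Z-score subtracts the mean of a gene over all samples from each of its values and divides by the standard deviation of that gene. A color in the heat maps thus compares the samples for 1 gene, and it does not show how strongly that gene is expressed compared with the others.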

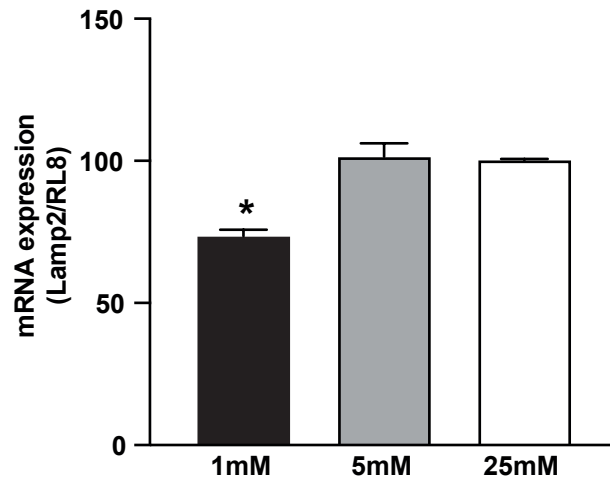

**Figure S4: Lysosome-associated membrane protein 2 (Lamp2) is significantly decrease in retinal ganglion cell (RGC) cultured at low glucose.** We cultured isolated C57BL/6 RGCs with 1, 5 and 25 mM glucose for 48 h, and then isolated mRNA to assess Lamp2 expression by qPCR analysis. We used the RL8 housekeeping gene expression to normalize. Results are expressed as mean  $\pm$  SEM of 3 experiments. \* $p < 0.05$

How the deposited data were processed for this re-analysis (not part of the article)

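RNA-Seq counts of the ganglion cell layer (GCL) were analysed for 3 euglycemic (Eugly) and 3 hypoglycemic (Hypo) mice, with 1 library per mouse. The conditions and the replicate numbers are those in the labels of the libraries. The authors trimmed the reads with cutadapt, removed ribosomal reads with fastq_screen and low-complexity reads with reaper, aligned the remaining reads to GRCm38 with STAR, and counted reads per gene with htseq-count on the annotation of Ensembl release 92. The authors deposited these raw counts per gene, without normalization and without pooling of replicates. The libraries were made with a stranded kit, but the paper's text does not name the strand setting of the counting. The overlap is therefore reported for genes with results that share more than 10% of their exon bases with another gene on either strand. Smaller overlaps, such as 6.19% for Gm765 and 8.20% for Clcn1, are not marked with the results. Htseq-count adds 5 summary lines to the table, which were left out. Between 441613 and 737443 reads per library fell on several genes and between 4297880 and 5787308 alignments were not unique, and neither were counted on a gene. Of the reads with a unique alignment, between 29.9% and 43.0% fell on no gene.

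The table lists 53715 genes, and 53620 of their identifiers were matched to GENCODE mouse release M21, which gave symbols, biotypes and positions on GRCm38. The remaining 95 identifiers, 32 of them with a count, had no biotype and were left out of the tests of protein-coding genes. The reads counted on genes ranged from 10200793 to 14695368 in Eugly, with a median of 12406828, and from 10655854 to 11197322 in Hypo, with a median of 10829676. The paper's text states no depth. A count of 3 or fewer was taken as not detected. The reads carry no molecular identifiers, so a count gives reads and not molecules, and counting error is not the whole error.

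As in the paper's methods, genes with a count of 0 in all samples and genes that are not protein-coding were left out, which kept 16458 genes. Hypo was compared with Eugly by the quasi-likelihood test of edgeR (version 4.0.16) after TMM normalization, without a filter on low counts and without covariates, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The TMM factors were 1.18, 1.16 and 0.919 for Eugly replicates 1, 2 and 3 and 0.731, 0.992 and 1.09 for Hypo replicates 1, 2 and 3. The paper used DESeq2 (version 1.28.1), and DESeq2 (version 1.42.0) was an alternative here.

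The genes named in the text were chosen by a rule. They are the genes of Table 1, the genes that the paper's text names as measured in this or another experiment, up to 10 genes in each direction with the smallest adjusted p-value under 0.05, the genes of the sets in Figure S3 with an unadjusted p-value under 0.05, and genes of the marker lists in which 1 sample stands out. Dlec1, Txnip and the genes counted only in Hypo replicate 1 fall outside the rule or were chosen after their values were seen.

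For the gene set enrichment, the genes named in the heat maps of Figure S3B and Figure S3D were read from the pictures. The 27732 genes of all biotypes with a count were ranked by Signal2Noise of the normalized CPM, and p-values came from all 20 labellings of the 6 libraries. Marker genes of cell types and of stress responses were summed as CPM (counts scaled to the same total in each library) and compared by a two-sided exact permutation test, for which 3 samples against 3 allow no p-value under 0.1.

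The alternatives for the gene test were DESeq2-type size factors in edgeR, DESeq2 with and without its filters, limma-voom with sample quality weights (limma version 3.58.1), the genes passing edgeR's filterByExpr, the genes with at least 10 counts in all samples, all biotypes, the replicate number as a block, and leaving out each of the 6 mice. For the gene sets they were 10000 random sets of genes, a ranking on log2(CPM + 1), the signed edgeR statistic with and without the block, weight 0, protein-coding genes, the genes passing filterByExpr, DESeq2-type size factors and leaving out each mouse. For the markers they were TMM-normalized CPM and leaving out each mouse. DESeq2 with each mouse left out and the muscle markers without Ttn and Pvalb were added after the data were seen. The pairing used for the block comes from the replicate numbers in the labels, and same-numbered samples are different mice.

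The gene tests were tested on simulated counts drawn from the real means, library sizes and dispersions, with 200 genes of a mean count of at least 50 changed. With a log2 change of 2, edgeR called 98 of the 200 genes among 16185 tested, together with 16 unchanged genes, and with a log2 change of 4 it called 167 among 16179 tested, together with 21 unchanged genes. DESeq2 called 120 of the 200 genes at a log2 change of 2, together with 53 unchanged genes, and limma-voom called 49, together with 7. The gene set score was tested on 20000 simulated genes and normalized over random sets of genes. The normalized enrichment score was 1.03 for a set of 89 genes without a shift and 3.01 for a set shifted by 1 standard deviation. The simulation did not relabel samples, so it does not test the exact permutation, and its scores are not on the scale of those from relabelled samples. Isoform abundances, the qPCR, Western blot and imaging experiments and the sample named Hypo4 in Figure S3 were not analysed here. The tools were R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.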

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

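The tests of explanations in this part were chosen only after the results they bear on were seen.

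Transcripts of the Y chromosome were counted in all 6 libraries, although the paper's methods give the mice for RNA-Seq as female. The signal lies in genes the paper does not discuss. The summed count of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) lay between 1219 and 2339 reads per library, which is 120 to 193 CPM, against a floor of 3 counts. It was not different between the groups, with a log2 ratio of 0.26 for Hypo against Eugly (exact permutation test, p = 0.3, n = 3 per group). Xist, which is transcribed from the inactive X chromosome of female cells, had between 0 and 15 counts, and at most 1.41 CPM. If the Y-linked counts were reads of the X-linked paralogs, they would be a small share of the paralogs' counts, but Ddx3y had at least 0.230 of the count of Ddx3x in each library, and up to 0.525. If male cells had been mixed into female samples, Xist would still be counted, but its highest count was 15. Exons of other genes do not hide Xist either, since 15691 of its 17946 exon bases belong to no other gene. What remains is that the RNA may come from male animals, or that the sex in the methods is not that of the mice sequenced. The paper's design gives no biological explanation for Y-linked transcripts. The strain of the mice is C57BL/6 in the paper's methods and GFP-LC3 in the description deposited with the counts. Whether the strain plays a part was not tested. The same signal is in both groups, so it does not separate Hypo from Eugly.

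Cytip (chromosome 2 of GRCm38, 58129137 to 58195532) had 1427 counts in Hypo replicate 1 and 0 counts in each of the other libraries, including the 3 Eugly libraries. The gene was singled out after its values were seen, as were the other 5 genes with at least 100 counts in Hypo replicate 1 and 3 or fewer in each other library, which are Rbm47 (310 counts), Nat8f6 (209), Iqca (140), Hs3st6 (113) and Evi2b (107). Of the other libraries, Hypo replicate 2 had 3 such genes of its own, and the remaining libraries had 0. Cytip and Evi2b are genes of blood cells, so RNA of blood cells was tested as a source, but the markers of blood cells summed to 34.2 CPM in Hypo replicate 1, the lowest of the 6 libraries. The genes were chosen for 3 or fewer counts in Hypo replicates 2 and 3 as well, so their absence there does not test the hypoglycemic clamp. Another explanation tested is that few RNA molecules entered this library, so that some transcripts were amplified to high counts while others were lost. In that case the share of genes without a count should fall with expression as random sampling gives, with a slope between 0.8 and 1.2. The slope was 0.703 in Hypo replicate 1 and between 0.502 and 0.603 in the other libraries, so it lies outside the sampling range in each library, and the test does not tell Hypo replicate 1 from the others. The slope gives how the share falls with expression, not how large it is. It therefore does not decide whether few starting molecules gave the pattern. The share itself was higher in Hypo replicate 1. Of genes at a mean of 3.47 CPM in the other libraries, 31.7% had no count there. At similar expression, 3.29 to 3.44 CPM, the share was between 0.247% and 3.19% in each other library. More genes were thus lost in Hypo replicate 1, but the shares do not give the cause, and the pattern rests on 1 library.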

How the results depend on the processing

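The DESeq2 fits that leave out 1 mouse, the muscle list without Ttn and Pvalb and the comparison with other splits of the samples were chosen after the results were seen, and the other alternatives were set before the data were examined.

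The number of genes with an adjusted p-value under 0.05 was 0 in the edgeR test of all 6 libraries (988 at an unadjusted p-value under 0.05), and it was also 0 with DESeq2-type size factors (1045 unadjusted), limma-voom with sample weights (1005 unadjusted), filterByExpr (662 unadjusted) and at least 10 counts in all samples (637 unadjusted). It was 2 with DESeq2 (Sox11 and Dlec1), 8 with DESeq2 without its filters and 221 with all biotypes (2145 unadjusted). In 1 of the 2, 7 of the 8 and 172 of the 221 genes, 1 library was more than 3-fold above the next. Across the 12 fits that each left out 1 mouse, 6 with edgeR and 6 with DESeq2, the number of genes past the adjusted threshold lay between 0 and 253. At an unadjusted p-value it lay between 458 and 2303. In edgeR's fits of all biotypes and without Hypo replicate 1, all genes of similar abundance were given the same spread, so that a gene high in 1 library can pass, as did 172 of 221 and 17 of 32 genes. The cause of the DESeq2 counts was not tested. In simulated counts the edgeR test called 98 of 200 genes with a log2 change of 2, which were drawn from genes with a mean count of at least 50. For genes with fewer counts, such as Txlnb, the power was not simulated, so whether depth or the spread between mice limits their test is open. Of the genes at an unadjusted p-value under 0.05, 67.8% were higher in Hypo, against 71.2% with DESeq2-type size factors and 42.5% with limma-voom.

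Other splits of the 6 libraries were compared with the real one. Of the 10 splits into 3 and 3, 4 part all 3 same-numbered pairs, as the real one does, and the other 6 part 1 pair. The 4 include the real split. At an unadjusted p-value under 0.05, 2 of the 4 gave at least the 988 genes of the real split, which are the real one and another with 1294, and 2 of the 4 gave at least its 7 macroautophagy genes. Over all 10 splits these numbers were also 2 and 2, and the genes ranged from 606 to 1294. With so few splits no share under 0.05 can be reached, so the unadjusted counts cannot be told apart from those of an arbitrary split. For the adjusted p-value the real split has 0 genes, which 4 of 4 reach by definition, so the comparison tests nothing there.

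The genes of Table 1 kept their direction in each fit, with 20 of 20, except that 18 were tested with filterByExpr, all in that direction, and 8 with at least 10 counts in all samples, all in that direction. The macroautophagy genes with an unadjusted p-value under 0.05, 7 of 118, were 4 with at least 10 counts, 4 with limma-voom, and between 0 and 20 across the 12 fits that left out 1 mouse; the cause was not tested. The log2 fold change of Dcn was −0.18 with limma-voom, and from −0.58 to 2.82 with 1 mouse left out, being below 0 without Hypo replicate 1, which held most of its counts. The genes of Table 1, Lamp2, Sqstm1 and the 7 macroautophagy genes had 566 log2 fold changes under the alternatives. Of these, 15 passed the threshold for the adjusted p-value and 3, those of Dcn, reversed. The remaining 548 did neither. They include fits in which DESeq2 gave no adjusted p-value, such as Actn2 without Hypo replicate 2, so 548 overstates the stability. Other genes were not counted here, and Xbp1, Gnat1, Gfap and Thy1 also changed sign with 1 mouse left out. The sums of 6 marker lists (rods, ganglion cells, Müller glia, muscle, glucose-responsive and ER stress genes) moved by less than the spread between replicates in 42 of 42 alternatives, whereas the lysosome list moved by more with TMM, from −0.04 to 0.19 on the log2 scale.

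The positive macroautophagy set had a normalized enrichment score of 1.40 with random sets of genes (permutation of the genes, p = 0.0232) and 1.45 with the edgeR ranking (permutation of the genes, p = 0.0237), against 1.203 with relabelled samples (exact permutation, p = 0.2, where 0.1 is the smallest p-value possible) and 0.748 with relabelled samples on log2 counts (exact permutation, p = 0.7). The negative set reversed with the edgeR ranking, to 0.808 (permutation of the genes, p = 0.771); the cause was not tested. Its running sum there reached 0.220 and −0.213, so that the sign hangs on a small margin. The other alternatives kept the direction. Those with relabelled samples allow no p-value under 0.1, so their p-values show no stability, and with random sets of genes the negative set had p = 0.0802 by permutation of the genes.

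With the replicate number as a block, 9 genes had an adjusted p-value under 0.05 (686 unadjusted, of which 38.5% were higher in Hypo) and 4 macroautophagy genes an unadjusted one. Of the 9 genes, 6 were high in 1 library, in a fit that also gave all genes of similar abundance the same spread. The fold changes of Actn2 (24.3) and Pepd (−2.47) closed the gap to the paper's with the block. The positive set had a normalized enrichment score of 1.18 (p = 0.148) and the negative set −1.21 (p = 0.189), by permutation of the genes. The deviations of same-numbered samples from their group means had a mean correlation of −0.07 over 9939 genes (0.04 for differently numbered samples), so the numbers do not pair the mice.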

Differences from the paper's values

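The tests behind the values in this part were chosen before the data were examined, except the DESeq2 fits without 1 mouse, which were chosen after seeing the values.

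The paper reports 3 genes with an adjusted p-value under 0.05, and the edgeR test of the deposited counts gave 0 (988 at an unadjusted p-value under 0.05). Of the 14 alternatives set before the data were examined, DESeq2 with its default filters came within 1.5 times of the paper's number, with 2 genes, while the others gave numbers further away, from 0 to 221. The paper's adjusted p-values are 0.013 for Gm765, 0.024 for Txlnb and 0.045 for Ctxn3, and the values here were 0.740, 0.758 and 0.745. None of the alternatives came within 1.5 times of these p-values. Without Hypo replicate 1, the edgeR test did call Gm765 (adjusted p = 0.00487) and Ctxn3 (adjusted p = 0.0231), the lowest of the alternatives set before the data were examined, of which the highest gave 1.0 for both genes. For Txlnb the lowest adjusted p-value among them was 0.641, and it was called under none. With DESeq2 without Hypo replicate 1, chosen after seeing the values, the adjusted p-values were 0.0589, 0.454 and 0.0971 for Gm765, Txlnb and Ctxn3.

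The fold changes of 9 genes of Table 1 differ. A gap is taken as closed where a fold change is within 1.5 times of the paper's, or within 1 standard error of it for genes with more than 3 counts in each library used. For Txlnb the paper's fold change is 20.8 and the value here was 5.05, and none of the 12 alternatives that tested the gene closed the gap. For Sox11 the paper's is 3.9 and the value here was 8.43, with 4.18 under limma-voom and 4.44 without Hypo replicate 1 within the paper's. For Actn2 the paper's is 19.8 and the value here was 11.6, and the replicate block and leaving out Hypo replicate 1 (16.9) closed the gap, while leaving out Eugly replicate 2 gave a lower bound, at least 16.6-fold, that does not exclude the paper's value. For Ceacam3 the paper's is 7.9 and the value here was 5.25, and 9 of 13 alternatives came within 1.5 times of the paper's, among them DESeq2 (5.35) and leaving out Hypo replicate 1 (7.79), while all biotypes, the replicate block and leaving out Eugly replicate 2 or Hypo replicate 2 did not.

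For Ctxn3 the paper's fold change is −3.4 and the value here was −1.77, with −2.66 under limma-voom and −2.99 without Hypo replicate 1 within the paper's. For Trim30a the paper's is −14.4 and the value here was −2.68, with −10.2 and −11.8 under the same alternatives. For Sdhd the paper's is −3.3 and the value here was −1.56, with −2.57 and −2.90 under them. For Pepd the paper's is −3.8 and the value here was −2.42, and at least 10 counts in all samples (−2.54), limma-voom (−2.80), the replicate block, leaving out Eugly replicate 2 (−2.65) and leaving out Hypo replicate 1 (−2.90) closed the gap. For Cdca4 the paper's is −36.6 and the value here was −5.44, and leaving out Hypo replicate 1 alone closed the gap, with a change that is a lower bound of 12.1-fold. The alternatives not named for a gene did not close its gap. Of the 20 fold changes in Table 1, and with a lower bound under the paper's value counted as closing the gap, 11 were this close to the paper's in the edgeR test of all libraries, 11 with DESeq2, 15 with limma-voom, 19 without Hypo replicate 1 and 19 with DESeq2 without Hypo replicate 1, which was chosen after seeing the values.

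In its methods, the paper ran the gene set enrichment on a ranked list from its differential expression results, with sets from MSigDB. Its text does not name the ranking statistic or the permutation. Here, Signal2Noise, the genes of the heat maps and relabelled samples were used, so the p-values below may differ by method. The paper's p-value for the positive macroautophagy set is about 0.55 in Fig. S3A, read by eye, and the value here was 0.2 (exact permutation). It was within 1.5 times of the paper's on log2 counts (0.7), with weight 0 (0.4) and without Eugly replicate 1 (0.5), Eugly replicate 3 (0.4), Hypo replicate 1 (0.6) or Hypo replicate 2 (0.4), and not under the other 8 of the 14 alternatives. For the negative set the paper's p-value is about 0.62 in Fig. S3C, read by eye, and the value here was 0.2 (exact permutation). It was within 1.5 times of the paper's with the edgeR ranking (0.771), where the set was enriched in the opposite direction to the paper's, and without Eugly replicate 1 (0.5), Eugly replicate 2 (0.5) or Hypo replicate 3 (0.5), and not under the other 10 alternatives.

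The paper names Gm765, Txlnb and Ctxn3 as the genes past the adjusted threshold, whereas DESeq2 on the deposited counts called Sox11 (adjusted p = 0.0232, with values between 2.8e-09 and 1.0 over the alternatives, those chosen after seeing the values included) and Dlec1 (adjusted p = 0.0232). The paper gives Sox11 an adjusted p-value above the threshold, and Dlec1 is not in Table 1. Dlec1, chosen after its values were seen, had 0, 1 and 0 counts in Eugly and 174, 28 and 4 in Hypo, and was at least 34.8-fold higher. This bound rests mostly on Hypo replicate 1. Without that library, edgeR's quasi-likelihood test gave Dlec1 an adjusted p of 0.549. In the paper, Table 1 ranks Gm765 first among the genes that rose, whereas Sox11 had the smallest p-value of these here (7.6e-05).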

Other observations

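The tests of Hypo replicate 1, of the muscle list without Ttn and Pvalb, of the heat map columns and of the fold changes of Table 1 in this part were chosen only after the results were seen.

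Hypo replicate 1 stood apart from the other 5 libraries. Of 7047 genes with at least 100 counts in each of the other libraries, 38 had 3 or fewer counts in Hypo replicate 1, whereas 0 genes were missing in this way from any other library, the other Hypo libraries included. A gene was counted as missing only where each other library had at least 100 counts. A gene lost in all Hypo libraries is thus never counted, and the 0 in the other Hypo libraries does not test the hypoglycemic clamp. Library size was tested by drawing 6493307 counts from each library, and Hypo replicate 1 still had the fewest protein-coding genes detected, 12482 against 14279 to 14909 in the others. Another tissue in place of the GCL was tested by markers of retinal ganglion cells, which summed to 4848 CPM in Hypo replicate 1, within the 3767 to 5960 of the others. Blood cell markers, at 34.2 CPM, were lowest in this library. The 38 missing genes have short transcripts, with a median length of 2460 bases against 3642 in lists matched on expression, which is at percentile 0.02 of 10000 such lists. Their median GC content was 52.3% against 49.2%, at percentile 98.58 of these lists. A bias linked to transcript length or GC content may therefore have a part in what is missing. Whether few starting molecules gave this pattern is not decided by the slope of 0.703 given above. In that test the other libraries lie outside the sampling range as well. No biological explanation was tested, as the count of missing genes cannot test the clamp.

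The sample names of Figure S3 differ from those of the deposited libraries, as the heat maps show Hypo2, Hypo3 and Hypo4 and the deposited libraries are Hypo1, Hypo2 and Hypo3. The colors of the heat maps were read from the pictures, and the deposited counts were taken as log2(CPM + 1) after TMM normalization. For each gene, the mean of the Eugly columns was subtracted from both. The columns were then correlated across genes by Spearman's rho. For the 5 shared names, the correlation of the same-named columns lay between 0.883 and 0.967. The correlation of heat map column Hypo4 with deposited Hypo1 was at most 0.189, and the highest correlation of Hypo1 with any heat map column was 0.526, so no column follows Hypo1 as the shared names follow each other. Hypo4 may thus be another library than the deposited Hypo1, and it was not analysed here. Since genes are not independent replicates, these correlations describe the columns only.

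If Table 1 was computed on a Hypo group without the deposited Hypo1, leaving out that library should bring the fold changes closer to it than leaving out any other. With DESeq2 and all 6 libraries, the median absolute log2 difference from the fold changes of Table 1 was 0.682. It was 0.369 without Hypo replicate 1, and between 0.710 and 1.40 with any other mouse left out. The fold changes are thus consistent with a Hypo group in which Hypo1 was not used, but 2 Hypo libraries did not give the paper's adjusted p-values, and the group that was used cannot be tested on the deposited counts.

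Several genes of Table 1A are known from skeletal muscle, such as Txlnb, Actn2 and Clcn1, which raises the question of RNA from skeletal muscle in the Hypo samples. The 12 muscle markers summed to 224, 337 and 174 CPM in Eugly replicates 1, 2 and 3 and to 416, 219 and 272 in Hypo replicates 1, 2 and 3, which was not different between the groups (two-sided exact permutation test, p = 0.6, n = 3 per group). Hypo replicate 1 had the highest sum, most of it from Ttn with 382 CPM, and 0 counts of Txlnb, so the order of the samples is not that of Txlnb. The sum is mostly Ttn and Pvalb, which were counted in each library, so it says little about muscle RNA. Without these genes, the other 10 markers summed to 9.35, 63.4 and 15.5 CPM in Eugly replicates 1, 2 and 3 and to 3.66, 36.4 and 11.4 in Hypo replicates 1, 2 and 3 (two-sided exact permutation test, p = 0.6, n = 3 per group). Eugly replicate 2, where this sum was highest, had 8 counts of Txlnb, and Hypo replicate 3 had 41. Neither sum was higher throughout Hypo, though small amounts of muscle RNA in single libraries are not excluded.

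The GCL libraries held few photoreceptor transcripts, but not evenly. The rod markers summed to 752, 287 and 109 CPM in Eugly replicates 1, 2 and 3 and to 71.9, 94.6 and 311 in Hypo replicates 1, 2 and 3, a range of 10.5-fold that did not follow the groups (two-sided exact permutation test, p = 0.4, n = 3 per group). Gnat1 had normalized counts of 96.7 ± 94.8 CPM (SD, n = 3) in Eugly and 55.1 ± 26.4 CPM (SD, n = 3) in Hypo, against 795 ± 102 and 736 ± 198 for Thy1. The paper's purity check was made by qPCR on samples of other mice.

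In the paper, Lamp2 mRNA was lower in retinal ganglion cells cultured at low glucose, and p62/SQSTM1 protein was higher. In the GCL libraries, Lamp2 had normalized counts of 147 ± 11.9 CPM (SD, n = 3) in Eugly and 238 ± 109 CPM (SD, n = 3) in Hypo, a log2 fold change of 0.70 (standard error 0.33, adjusted p = 0.740 from edgeR's quasi-likelihood test) that was 0.26 without Hypo replicate 1. The mRNA of Sqstm1 changed by −0.96 on the log2 scale, lower in each Hypo library than in each Eugly library. These are other cells and conditions than those of the paper's cultures. Xbp1, whose splicing the paper names as a sign of ER stress, had a log2 fold change of 0.95 (standard error 0.51, adjusted p = 0.740 from the same edgeR test), and −0.04 without Hypo replicate 1. The counts are per gene and do not measure the splicing of Xbp1.

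Lists fixed beforehand were compared between the groups in summed CPM, by two-sided exact permutation tests with n = 3 per group. Such a test allows no p-value under 0.1, so it could not call a list different and does not show that the groups are alike. By these exact tests, the log2 ratio of Hypo to Eugly was −0.35 for 8 glucose-responsive genes (p = 0.2), −0.07 for 12 ER stress genes (p = 0.8), −0.04 for 12 genes of lysosomes and fusion (p = 0.8) and −0.34 for 24 core autophagy genes (p = 0.2). These ratios shift with the scaling, as TMM-normalized counts gave −0.15, 0.19, 0.19 and −0.13, so that the ER stress and the lysosome lists change sign. The sum of the glucose-responsive list comes mostly from Ldha and Slc2a1, so it says little about the other genes of that list.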
